# Long non-coding RNA *HOXB-AS3* promotes myeloid cell proliferation and its higher expression is an adverse prognostic marker in patients with acute myeloid leukemia and myelodysplastic syndrome

**DOI:** 10.1186/s12885-019-5822-y

**Published:** 2019-06-24

**Authors:** Huai-Hsuan Huang, Fei-Yun Chen, Wen-Chien Chou, Hsin-An Hou, Bor-Sheng Ko, Chien-Ting Lin, Jih-Luh Tang, Chi-Cheng Li, Ming Yao, Woei Tsay, Szu-Chun Hsu, Shang-Ju Wu, Chien-Yuan Chen, Shang-Yi Huang, Mei-Hsuan Tseng, Hwei-Fang Tien, Ruey-Hwa Chen

**Keywords:** *HOXB-AS3*, Acute myeloid leukemia, Myelodysplastic syndrome

## Abstract

**Background:**

Long non-coding RNAs (lncRNAs) represent the majority of cellular transcripts and play pivotal roles in hematopoiesis. However, their clinical relevance in acute myeloid leukemia (AML) and myelodysplastic syndrome (MDS) remains largely unknown. Here, we investigated the functions of *HOXB-AS3*, a lncRNA located at human *HOXB* cluster, in the myeloid cells, and analyzed the prognostic significances in patients with AML and MDS.

**Methods:**

shRNAs were used to downregulate *HOXB-AS3* in the cell lines and the effect was evaluated by quantitative polymerase chain reaction. The proliferation of the cell lines was illustrated by proliferation and BrdU flow assays. Further, we retrospectively analyzed the *HOXB-AS3* expression in 193 patients with AML and 157 with MDS by microarray analysis, and evaluated its clinical importance*.*

**Results:**

Downregulation of *HOXB-AS3* suppressed cell proliferation. Mechanistically, *HOXB-AS3* potentiated the expressions of several key factors in cell cycle progression and DNA replication without affecting the expressions of *HOX* genes. In AML, patients with higher *HOXB-AS3* expression had shorter survival than those with lower *HOXB-AS3* expression (median overall survival (OS), 17.7 months versus not reached, *P* <  0.0001; median relapse-free survival, 12.9 months versus not reached, *P* = 0.0070). In MDS, patients with higher *HOXB-AS3* expression also had adverse prognosis compared with those with lower *HOXB-AS3* expression (median OS, 14.6 months versus 42.4 months, *P* = 0.0018). The prognostic significance of *HOXB-AS3* expression was validated in the TCGA AML cohort and another MDS cohort from our institute. The subgroup analyses in MDS patients showed that higher *HOXB-AS3* expressions could predict poor prognosis only in lower-risk (median OS, 29.2 months versus 77.3 months, *P* = 0.0194), but not higher-risk group.

**Conclusions:**

This study uncovers a promoting role of *HOXB-AS3* in myeloid malignancies and identifies the prognostic value of *HOXB-AS3* expression in AML and MDS patients, particularly in the lower-risk group.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-019-5822-y) contains supplementary material, which is available to authorized users.

## Background

Acute myeloid leukemia (AML) and myelodysplastic syndrome (MDS) are two myeloid malignancies [1] which share similar somatic gene mutations [2]. A portion of MDS patients eventually progresses to AML as the disease progresses. Several prognostic models have been developed to better risk stratify AML and MDS patients, such as European Leukemia Net (ELN) risk classification for AML [3] and international prognostic scoring system (IPSS) or revised IPSS (IPSS-R) for MDS [4–8]. However, patients may have different prognosis even in the same risk group [9–12]. Exploration of more markers that have prognostic significance are warranted to better risk stratify patients with the diseases.

Long non-coding RNAs (lncRNAs) are transcripts longer than 200 nucleotides without protein coding ability. The functions of most lncRNAs remain poorly characterized, but some of them have been demonstrated to be involved in the hematopoiesis [13–15]. For example, the expression levels of *HOTAIRM1* and *NEAT1* are elevated during myeloid differentiation, and downregulation of *HOTAIRM1* or *NEAT1* delays myeloid maturation [13, 14]. Expression of *XIST*, a lncRNA at X chromosome, inactivates X chromosome in the female cells. The female mice with deletion of *Xist* develop a highly aggressive disease mimicking MDS/MPN [15]. However, the roles of lncRNAs in MDS remain largely unknown [16], and only a few research investigated the role of lncRNAs in de novo AML [17–19]. In the research aimed to find prognostic biomarkers in acute myeloid leukemia (AML), we found expression of *HOXB-AS3*, a lncRNA located at human *HOXB* cluster, is a potential risk factor. However, its clinical relevance and pathogenesis in AML and MDS remain to be determined.

Here, we demonstrate that high expression of *HOXB-AS3* is an adverse prognostic factor for both de novo AML and primary MDS patients. Furthermore, the expression of *HOXB-AS3* promotes cell proliferation in myeloid cells.

## Methods

### Patients

We retrospectively included the adult patients with newly diagnosed primary MDS and de novo AML at the National Taiwan University Hospital (NTUH) from 1992 to 2010. Among them, 157 MDS and 193 AML patients, who had available cryopreserved bone marrow (BM) cells for RNA array analysis and comprehensive clinical information, were recruited for this study. The Cancer Genome Atlas (TCGA) AML cohort available on the TCGA website (https://cancergenome.nih.gov/) and an independent cohort of 30 MDS patients subsequently diagnosed between January 2011 and May 2012 at the NTUH was served as the validation cohorts.

All patients with AML other than acute promyelocytic leukemia (non-APL AML, *n* = 174) underwent standard induction chemotherapy (Idarubicin 12 mg/m^2^ per day for two to 3 days and Cytarabine 100 mg/m^2^ per day for five to 7 days), and consolidation chemotherapy with two-to-four courses of high-dose Cytarabine (2000 mg/m^2^ every twelve hours for 4 days, total eight doses), with or without an anthracycline (idarubicin or mitoxantrone), after they achieved complete remission (CR) as described in our previous studies [20]. Nineteen APL patients received concurrent all-trans retinoic acid (ATRA) and Idarubicin or Mitoxantrone as induction chemotherapy and ATRA with Idarubicin, Mitoxantrone or high dose Cytarabine as consolidation chemotherapy when they achieved CR. If the patients had relapsed or refractory AML, or adverse prognostic factors at diagnosis, such as adverse-risk cytogenetic abnormalities or somatic gene mutations, they underwent allogeneic hematopoietic stem cell transplantation (allo-HSCT) when they had feasible hematopoietic stem cell donors.

In the NTUH MDS training cohort, most MDS patients (70.7%) only received supportive care. Eight patients (5.1%) received AML-directed intensive chemotherapies, 18 (11.5%) received hypomethylating agent (azacitadine or decitabbine), and 20 patients (12.7%) underwent allo-HSCT.

The BM samples from AML and MDS patients were collected at diagnosis, and the mononuclear cells were isolated by Ficoll-Hypaque gradient centrifugation and cryopreserved as previously described [21, 22]. The BM cells from 20 healthy transplantation donors were used as the normal controls to compare the gene expressions with those of AML and MDS patients. This study was approved by the Institutional Review Board of NTUH (IRB number: 201507084RINA and 201503072RINC). All the patients have signed informed consents for the collection of samples and clinical information.

### Analysis of cytogenetic abnormalities and gene mutations

The BM cells were harvested directly or after one to 3 days of un-stimulated cultures. The metaphase chromosomes were banded by the G-banding method as previously described. [23] The determination of mutations in *NPM1* [21, 24], *AML1* (*RUNX1*) [25], *ASXL1* [26], *DNMT3A* [20], *EZH2* [27], *IDH2* [28], *NRAS* [29], *KRAS* [29], *TP53* [30], *SETBP1* [31], *SRSF2* [32], *TET2* [33], *MLL*/PTD [34], *SF3B1* [35], *U2AF35* [36], and *ZRSR2* [35] was performed as described previously.

### Microarray experiments and analysis

The raw data of TCGA AML cohort was downloaded from TCGA website (https://cancergenome.nih.gov/). The detail methods of microarrays for NTUH AML and NTUH MDS cohorts were described in Additional file 1.

The expression levels of two transcript clusters, TC17002254.hg.1 and TC17002858.hg.1, on Affymetrix GeneChip® HTA 2.0 represent *HOXB-AS3* (NCBI Reference Sequence: NC_000017.11) expression. TC17002254.hg.1 detects variants 1 to 5 of *HOXB-AS3*, and TC17002858.hg.1 detects all variants of *HOXB-AS3*. Because TC17002858.hg.1 detects all *HOXB-AS3* variants and the expression pattern was similar between the two transcript clusters, expression of TC17002858.hg.1 was used to stratify patients.

### Cell lines, cell cultures, and associated experiments

OCI/AML3 and TF-1 were human myeloid leukemia cell lines. TF-1 cell line (BCRC number 60323) was purchased from Bioresource Collection and Research Center (BCRC), Hsinchu, Taiwan on Sep 29, 2014. BCRC (http://www.bcrc.firdi.org.tw/) is a nation-wide cell bank in Taiwan, and it provides the service of preservation, identification, and selling of cell lines. OCI/AML3 was a gift from Dr. Minden (Ontario Cancer Institute/Princess Margaret Hospital, Canada) in 2008. The detailed methods of cell cultures, constructions of lentiviral vectors with shRNA and lncRNA, lentiviral production, lentiviral infections, quantitative real time PCR, proliferation assay and nuclear-cytoplasm fractionation were described in Additional file 1.

### BrdU flow assay

BD Pharmingen™ APC BrdU Flow Kits (Cat. NO. 552598) was used for BrdU flow assay. Cells were incubated with 10 μM BrdU at 37 °C for three hours, and then harvested for BrdU flow assay. The detailed method was described in the user manual of the manufacture. The flow cytometry was performed on LSR II (BD Bioscience, San Jose, CA) through the service provided by the Flow Cytometric Analyzing and Sorting Core Facility at the NTUH, and on FACS Canto II (BD Bioscience, San Jose, CA) through the service provided by the Molecular and Immune Function Laboratory at Tai Cheng Stem Cell Therapy Center at the National Taiwan University.

### Statistical analysis

Mann-Whitney test was used to calculate the significance if the continuous data were not normally distributed, and Kruskal-Wallis test was used for comparing the difference between more than two groups. Chi-square test was used to calculate the significance of association between *HOXB-AS3* expression and other categorical parameters, including sex, IPSS risk groups, 2016 WHO subtypes, cytogenetic abnormalities, and gene mutations. Fisher exact test was used if any expected value of the contingency table was less than five.

For patients with de novo AML in the NTUH AML cohort, overall survival (OS) was measured from the date of diagnosis to the date of last follow-up or death. The patients were censored on the date of last follow-up if they were alive. Relapse free survival (RFS) was defined from the date of complete remission to the date of relapse, last follow-up, or death. Relapse and death were defined as events in the RFS analysis. If the patients were alive and in complete remission, they would be censored. For patients with primary MDS, OS was measured from the date of diagnosis to the date of last follow-up or death. The patients were censored on the date of last follow-up if they were alive.

Kaplan-Meier (KM) estimation was used to plot survival curves, and log-rank tests were used to calculate the difference of OS and RFS between different groups in AML patients and OS in MDS patients. Median follow-up duration was calculated by reverse KM estimation. Multivariate Cox proportional hazard regression analysis was used to investigate independent prognostic factors for OS. A *P* value less than 0.05 was considered statistically significant. All statistical analyses were performed with MedCalc® 15.6.1 software (https://www.medcalc.org/).

## Results

### *HOXB-AS3* is an anti-sense lncRNA in the *HOXB* cluster

In order to find lncRNAs with significant prognostic implications in myeloid malignancies, we analyzed the microarrays data from two cohorts: one AML cohort from the NTUH (NTUH AML cohort), and another one from The Cancer Genome Atlas (TCGA AML cohort) [37]. The expression of 2824 probes in TCGA AML cohort and 4454 transcript clusters in NTUH AML cohort had prognostic significance (Fig. 1a). The intersect between the two cohorts was 907 probes/transcript clusters, among which eleven lncRNAs were validated as non-coding RNAs according to National Center for Biotechnology Information (NCBI) database (Fig. 1a). Among these lncRNAs, *HOXB-AS3* is particularly interesting, because of the crucial roles of *HOX* genes in cell proliferation, hematopoiesis and leukemogenesis [36, 38, 39] and the clinical significance of an anti-sense lncRNA in the *HOX* clusters, i.e., *HOTAIRM1*, in leukemia [40]. Since the role of lncRNAs in myeloid malignancies remains unclear, the following studies were focused on the role of *HOXB-AS3* in myeloid malignancies.

**Fig. 1:**
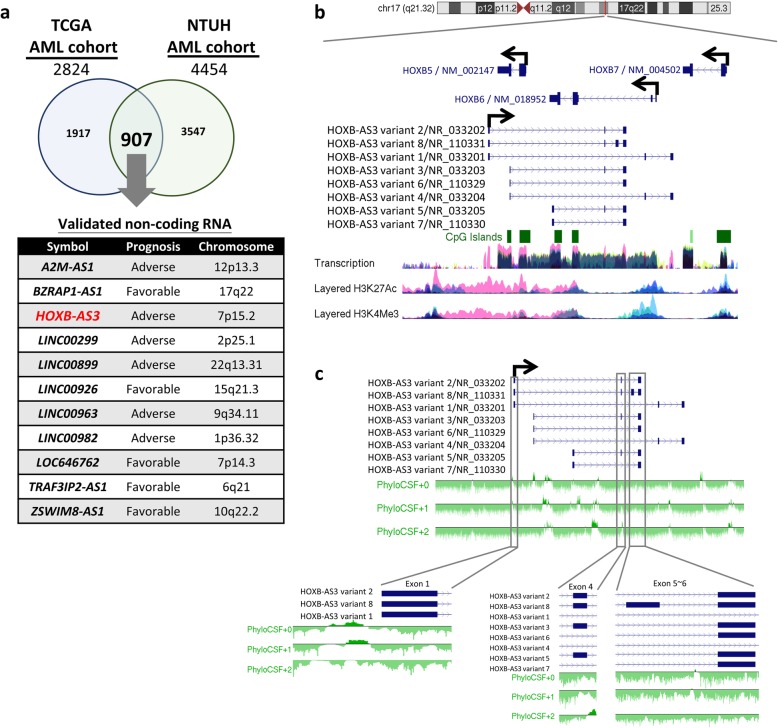
Identification of *HOXB-AS3* as a prognostic biomarker and overview of its locus in human *HOXB*. **a** The numbers of genes influenced overall survival in TCGA AML cohort and NTUH AML cohort. **b** The neighborhood of *HOXB-AS3* locus in human *HOXB* cluster. The genomic data from ENCODE project was taken from UCSC genome browser. The exon localizations of eight *HOXB-AS3* isoforms and *HOXB5*, *HOXB6*, and *HOXB7* genes are shown. Arrows indicate the transcription direction of these genes. The NCBI Reference Sequence (RefSeq) numbers were labeled in the end of each variant. **c** PhyloCSF analysis for predicting the noncoding nature of *HOXB-AS3*. Exon 1, exon 4, exon 5 and exon 6 are zoom-in to see the details of PhyloCSF scores of the specific exons. All PhyloCSF scores are negative in the exons of *HOXB-AS3*

*HOXB-AS3* is a lncRNA located at human *HOXB* cluster on the chromosome 17q21.32 and has eight transcriptional variants generated by alternative splicing (Fig. 1b). The entire gene is overlapped with *HOXB5* and *HOXB6* genes, and the transcriptional direction is antisense to the overlapping *HOXB* genes (Fig. 1b). 

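In the RefSeq annotation of GRCh38.p14, HOXB-AS3 is a lncRNA gene on chromosome 17 with 8 annotated transcripts. It overlaps 2 protein-coding genes, HOXB5 and HOXB6, and HOXB7 is the next gene on one side of it. The array platform's gene table names the transcript cluster TC17002858.hg.1 for HOXB-AS3.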

The exons of *HOXB-AS3*, except for exon 2, are not overlapped with the exons of *HOXB5* or *HOXB6* (Fig. 1b). By using PhyloCSF pipeline, *HOXB-AS3* is predicted to be a noncoding RNA (Fig. 1c), and the coding probability is low (0.126) by Coding Potential Assessment Tool (CPAT) [41]. Therefore, *HOXB-AS3* is an anti-sense lncRNA in the *HOXB* cluster, similar to *HOTAIR* in the *HOXC* cluster, and *HOTTIP* and *HOTAIRM1* in the *HOXA* cluster [13, 42, 43].

A similar anti-sense transcript, *Hoxb5os* (NCBI Reference Sequence: NR_131758.1), exists in the mouse *HOXB* cluster on chromosome 11 (NCBI Reference Sequence: NC_000077.6 Chromosome 11 Reference GRCm38.p4 C57BL/6 J), and is also predicted to be a lncRNA (Additional file 1: Figure S1). We aligned the sequences of human *HOXB-AS3* with that of mouse *Hoxb5os* by plalign (http://fasta.bioch.virginia.edu/) and observed two conserved regions (Additional file 1: Figure S2), one in exon 1 and the other in exon 6 of *HOXB-AS3*. These analyses indicated that *HOXB-AS3* might be an evolutionarily conserved anti-sense transcript in the *HOXB* cluster in mammals.

### *HOXB-AS3* is a cytoplasmic lncRNA and promotes cell proliferation by increasing the expressions of genes involved in cell cycle progression and DNA replication

To investigate the function of *HOXB-AS3*, we infected the myeloid cell line OCI/AML3 using lentivirus carrying control or each of the two *HOXB-AS3* shRNAs together with GFP. The infected cells were sorted for proliferation assay. We found that the cells carrying *HOXB-AS3* shRNA grew more slowly than those carrying control shRNA (Fig. 2a). The result suggested the anti-proliferative effect resulted from *HOXB-AS3* depletion. To corroborate this effect, we stably knocked down *HOXB-AS3* in two myeloid cell lines, OCI/AML3 and TF-1 (Fig. 2b and d). Downregulation of *HOXB-AS3* suppressed the proliferation of OCI/AML3 and TF-1 cells by decreasing the cells entering the S phase (Fig. 2c and e**;** Additional file 1: Figure S3a and S3b). Compared with OCI/AML3 cells, the milder effect of *HOXB-AS3* depletion in TF-1 cells was possibly resulted from the very low expression of *HOXB-AS3* in TF-1 cells (Additional file 1: Figure S3d). In the reciprocal experiments, overexpression of *HOXB-AS3* in TF-1 cell line enhanced cell proliferation by promoting cells entering the S phase (Fig. 2f and g**;** Additional file 1: Figure S3c). These findings indicated that *HOXB-AS3* promoted cell proliferation in the myeloid cell lines.

**Fig. 2:**
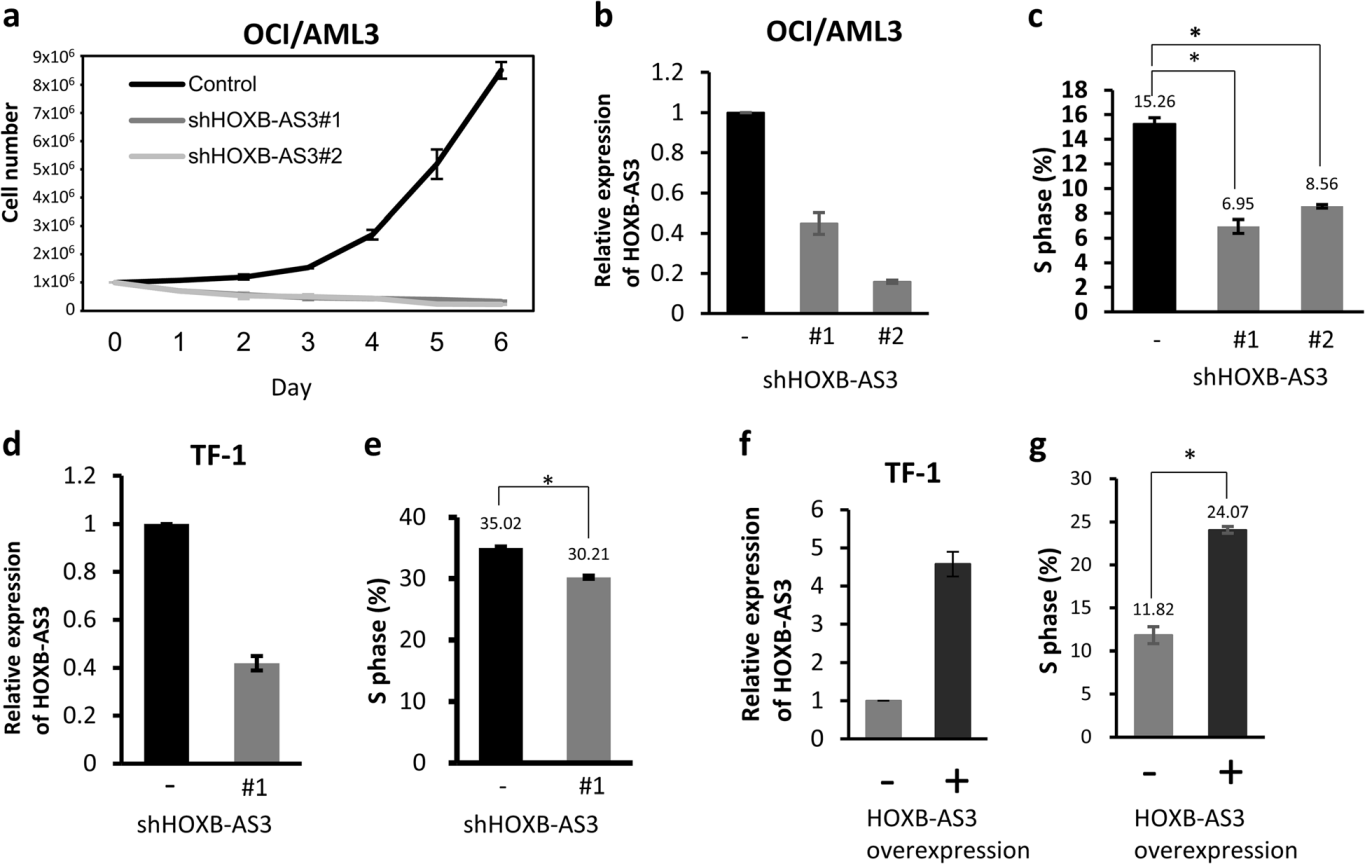
*HOXB-AS3* promotes cell proliferation in myeloid cells**. a** Proliferation assay of OCI/AML3 cells infected with lentivirus carrying pLKO-vector (control), shHOXB-AS3#1, or shHOXB-AS3#2. The infected cells were sorted by the expression of GFP. The sorted GFP-positive cells were seeded with a number of 1 × 10^6^ in 5 mL culture medium on Day 0. Cell number was counted for 6 days. *P* values were calculated by Kruskal-Wallis test. **b** Quantitative PCR analysis of *HOXB-AS3* relative to *β2 microglobulin* expression in OCI/AML3 cells stably carrying pLKO-vector (control), shHOXB-AS3#1, or shHOXB-AS3#2 by lentivirus infection. **c** The percentage of OCI/AML3 cells in the S phase of cell cycle. The result was derived from triple repeats. *P* values were calculated by Kruskal-Wallis test. **d** Quantitative PCR analysis of *HOXB-AS3* relative to *β2 microglobulin* expression in TF-1 cells stably carrying pLKO-vector (control) or shHOXB-AS3#1 by lentivirus infection. **e** The percentage of TF-1 cells in the S phase of cell cycle. The result was derived from triple repeats. *P* values were calculated by Student t test. **f** Quantitative PCR analysis of *HOXB-AS3* relative to *β2 microglobulin* expression in TF-1 cells infected with lentivirus carrying pLAS5w.Pbsd vector (control) or pLAS5w.Pbsd-HOXB-AS3 (*HOXB-AS3* overexpression). **g** The percentage of cells in the S phase of cell cycle. The result was derived from the triple repeats. *P* values were calculated by Student t test. (* meant that *P* value was less than 0.05)

To explore the mechanisms of *HOXB-AS3* in proliferation, we investigated the expression of genes influenced by *HOXB-AS3* depletion through the microarray analysis. 

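HOXB-AS3 was lower in both knockdown lines than in both control lines. On transcript cluster TC17002858.hg.1, the log2 value was 8.39 in control#1 (shLacZ), 8.70 in control#2 (pLKO vector), 8.18 in shHOXB-AS3#1 and 7.60 in shHOXB-AS3#2. These are 77.6% of the control mean with shHOXB-AS3#1 and 51.9% with shHOXB-AS3#2, on the scale of the array values. The value of 7.60 lay below the brightest background control spot of that array (8.34), so the share of RNA left with shHOXB-AS3#2 is uncertain. The group means were 8.55 ± 0.22 (SD, n = 2) in the control lines and 7.89 ± 0.41 (SD, n = 2) in the knockdown lines. The log2 difference was -0.66 (standard error 0.24, adjusted p = 0.663 from limma). On the other transcript cluster of this gene, TC17002254.hg.1, the values were 9.04 and 9.11 in the control lines and 8.85 and 8.40 in the knockdown lines, a log2 difference of -0.45 (standard error 0.19, adjusted p = 0.70 from limma). Without shHOXB-AS3#2, the differences were -0.37 and -0.23. The data are 4 arrays of RNA from OCI/AML3, a human acute myeloid leukemia cell line, with 1 array for each stable line. The authors normalized the arrays by RMA in Affymetrix Expression Console and deposited log2 values, rounded to 2 decimals. The median over 67528 transcript clusters was 5.75 in control#1, 5.89 in control#2, 5.81 in shHOXB-AS3#1 and 5.82 in shHOXB-AS3#2. Groups of 2 arrays were compared with limma, and p values were adjusted over all transcript clusters or all genes by the Benjamini-Hochberg method. The 2 arrays of a group carry different constructs, so the spread within a group holds both the noise of the arrays and the difference between constructs, and the number of arrays limits the precision. Each array is a different stable line and no line was measured more than once, so p values measure only the spread between these 4 arrays. A gene was named only where its transcript cluster has 1 symbol in the platform's table, which gave 22465 genes.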

We compared the gene expression profiles of OCI/AML3 cells infected by virus carrying shHOXB-AS3 (two stable cell lines infected with different shHOXB-AS3, shHOXB-AS3#1 or shHOXB-AS3#2) with those infected by control virus (two stable cell lines infected with shLacZ or pLKO vector).

We compared the gene expressions of *HOX* clusters between OCI/AML3 cells with and without *HOXB-AS3* depletion because previous studies showed that most lncRNAs in *HOX* clusters are located in the nucleus and regulate the expressions of *HOX* genes in *cis*- or *trans*-manner [42, 43]. However, we found that the expressions of *HOX* clusters were not influenced by *HOXB-AS3* depletion (Fig. 3a). Instead, we identified 147 genes and 790 transcript clusters differentially expressed when *HOXB-AS3* was knocked down in OCI/AML3 cells (Fig. 3b; the criteria were that the fold change of average log2-transformed gene expressions was more than 1.5, and that ANOVA *P* value was less than 0.05. The analysis was computed by BRB array tool.). 

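Of 39 HOX genes, 25 had a transcript cluster with 1 symbol, and none of these 25 passed the paper's criteria of a fold change over 1.5 and an unadjusted p under 0.05. By limma, 2 of the 25 had an unadjusted p under 0.05, HOXC11 and HOXB5, and both were slightly higher in the knockdown lines. HOXC11 had a log2 difference of 0.36 (95% interval 0.02 to 0.70) and HOXB5, which overlaps HOXB-AS3, one of 0.28 (95% interval 0.01 to 0.55). The lowest difference was that of HOXC4, -0.11 (95% interval -0.44 to 0.22). HOXB6, the other gene overlapping HOXB-AS3, had a difference of 0.06 (95% interval -0.24 to 0.35), and the neighbouring HOXB7 one of 0.02 (95% interval -0.48 to 0.51). The median size of the difference was 0.05 over the HOX genes and 0.12 over all genes. The smallest adjusted p from limma was 0.591 over all genes and 0.567 adjusted over the list alone. The HOX genes are dim on these arrays, with a median log2 level of 5.48. The brightest background control spot lay at 7.23 to 8.34, depending on the array, and only HOXB7 exceeded it, in 2 of the 4 arrays, while all 25 genes lay above the median background spot of every array. On the scale of the array values, the 95% interval lay within a 1.5-fold change either way for 21 of the 25 genes and reached beyond it for HOXC8, HOXC11, HOXC13 and HOXD12. For genes this dim, such intervals do not bound a change of the RNA. Most HOXA genes share a transcript cluster with another gene in the table or are unnamed in it, so HOXA2 is the only HOXA gene covered. HOXB3 and HOXB4, of the same cluster as HOXB-AS3, and HOXD3 and HOXD4 are not covered either.

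**Figure D1:**
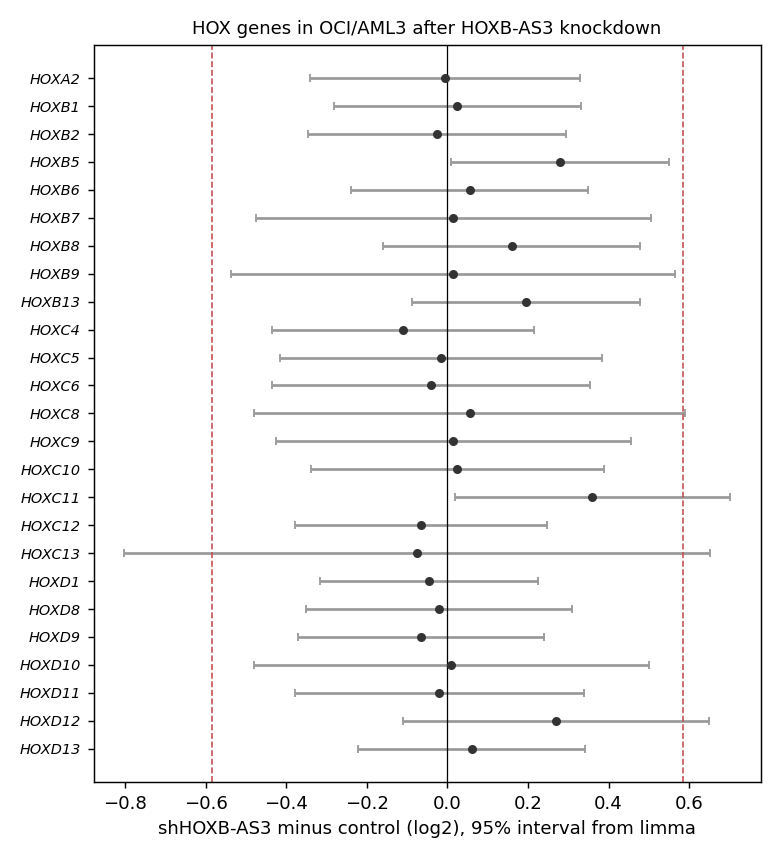
Log2 difference between the knockdown and control lines (x axis) for each of 25 HOX genes (y axis), with the 95% interval from limma over 2 arrays per group. Points are differences, bars are intervals and dashed lines mark a 1.5-fold change of the array values, which for genes this dim is not a bound on the RNA.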

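The largest rise was that of DCSTAMP, which encodes a membrane protein of cell fusion in osteoclasts. Its log2 value was 7.52 and 7.21 in the control lines and 10.51 and 10.63 in the knockdown lines, a log2 difference of 3.21 (standard error 0.15, adjusted p = 0.148 from limma). Both control values lay below the brightest background control spot of their array (7.94 and 7.23), so the size of this rise is uncertain. THBS1, which encodes the secreted matrix protein thrombospondin 1, was higher by 2.96, with 1.47 in shHOXB-AS3#1 and 4.46 in shHOXB-AS3#2. SLC7A11, the cystine and glutamate exchanger, was higher by 2.38, with 3.41 in shHOXB-AS3#1 and 1.35 in shHOXB-AS3#2. ZFP36, whose product promotes decay of cytokine mRNAs, was higher by 1.59 and differed little between the lines, with 1.63 and 1.56. The other genes among the 12 largest rises were OR5B21 (2.07), IL7R (1.92), PRL (1.73), EDNRB (1.72), ARHGAP18 (1.65), PITPNC1 (1.58), CTSO (1.57) and FAP (1.52). OR5B21 in control#1 and EDNRB in all 4 arrays also lay below the brightest background spot. THBS1, SLC7A11, IL7R, PRL, ARHGAP18 and CTSO missed the criteria without control#1 and without control#2, and SLC7A11 and PRL also without shHOXB-AS3#1. With one array left out, IL7R ranged from 1.125 to 2.705, PRL from 1.025 to 2.425, ARHGAP18 from 0.94 to 2.35 and CTSO from 1.1 to 2.04. Among the 12 largest falls, BCL2, which protects cells from apoptosis, had a log2 difference of -1.44, and CXCR4, the receptor that holds hematopoietic cells in the bone marrow, one of -1.44. Both were lower in shHOXB-AS3#2 than in shHOXB-AS3#1. MAD2L1, of the spindle checkpoint, was at -1.14 and RRS1, of ribosome assembly, at -1.17. The others were AK4P3 (-1.71), RFLNB (-1.69), PREX2 (-1.45), NT5DC3 (-1.42), MEMO1P1 (-1.38), PABPC4 (-1.31), AP1G1 (-1.22) and ATP2B4 (-1.19). With one array left out, RFLNB came as near to 0 as -1.07, BCL2 -0.725, CXCR4 -0.805, MEMO1P1 -0.7, PABPC4 -0.72, AP1G1 -0.675, ATP2B4 -0.7, AK4P3 -1.17 and PREX2 -1.025. Of these, all but ATP2B4 missed the criteria without control#1, and all but AK4P3 and PREX2 without control#2. PREX2 and ATP2B4 also missed them without shHOXB-AS3#1, and AK4P3 and CXCR4 without shHOXB-AS3#2. PREX2 in both knockdown lines, and AK4P3, NT5DC3 and MEMO1P1 in shHOXB-AS3#2, lay below the brightest background spot, so the sizes of these falls are uncertain. AK4P3 and MEMO1P1 are pseudogenes whose probes can also bind RNA of their parent genes. In all, 2128 transcript clusters passed the paper's criteria by limma, 1281 higher and 847 lower in the knockdown lines. Without control#1 this direction turned, with 718 higher and 1166 lower. Of genes with 1 symbol, 606 passed, 252 higher and 354 lower. None of the 67528 transcript clusters had an adjusted p under 0.05 from limma, where 4998 had an unadjusted p under 0.05. The paper names an ANOVA for these criteria, and the moderated p from limma is not that test. With 2 groups an ANOVA is the equal-variance comparison called the methods' t-test here. It passed 642 transcript clusters and 215 genes, and after the Benjamini-Hochberg adjustment 19 transcript clusters, each with identical rounded values within both groups. Without control#2, 3516 transcript clusters passed the criteria by limma, and without shHOXB-AS3#1, 1200 genes.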

GSEA analysis revealed that these differentially expressed genes were involved in several pathways associated with cell cycle progression and DNA replication (Fig. 3c and Additional file 1: Figure S4). 

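Most of the listed genes of DNA synthesis and mitosis were lower in both knockdown lines than in both control lines. Of 40 S-phase genes, 39 had a negative log2 difference, 20 were lower by the paper's criteria and none was higher, with a median of -0.64. Both knockdown lines lay below both control lines for 37 of the 40. TYMS, which makes thymidylate for DNA synthesis, was at -0.90, the uracil-DNA glycosylase UNG at -0.88, DSCC1, of the alternative clamp loader, at -0.86, and UHRF1, which maintains DNA methylation, at -0.84. UNG in shHOXB-AS3#2 and DSCC1 in both knockdown lines lay below the brightest background control spot, so the sizes of these 2 falls are uncertain. Adjusted over the list alone, 21 of the 40 had an adjusted p under 0.05 from limma. Of 53 G2-M genes, 14 were lower by the criteria and none was higher, with a median of -0.38 and 19 lower when adjusted over the list alone. For 43 of the 53, both knockdown lines lay below both control lines. They included NDC80 of the kinetochore (-0.93), LBR (-0.90), CENPF (-0.77) and TOP2A, the topoisomerase of chromosome segregation (-0.71). Of 35 genes of the DNA replication machinery, 10 were lower and none was higher, with a median of -0.36 and 9 lower when adjusted over the list alone. For 29 of the 35, both knockdown lines lay below both control lines. Among them were the helicase subunit MCM6 (-0.83), the single-strand binding protein RPA1 (-0.83), the clamp loader subunit RFC3 (-0.75) and the flap endonuclease FEN1 (-0.73). Without control#2, the median of this list was -0.235. TYMS (-0.78), UHRF1 (-0.62), CENPF (-0.65), RPA1 (-0.81) and FEN1 (-0.685) missed the criteria without control#1, as did RPA1 without control#2 (-0.84), FEN1 without shHOXB-AS3#1 (-0.575), and UHRF1 (-0.62) and RPA1 (-0.465) without shHOXB-AS3#2. No member of the 3 lists had an adjusted p under 0.05 over all genes, where 1861 genes had an unadjusted p under 0.05. By camera with a preset correlation of 0.01, the adjusted p was 2.9e-22 for the S-phase genes, 1.16e-17 for the G2-M genes and 3.51e-13 for the replication machinery. With an estimated correlation, the adjusted p was 0.175, 0.175 and 0.176. The estimates were -0.015, 0.069 and 0.071, in the same order, from 2 residual degrees of freedom. That of the S-phase genes was below the preset value, so correlation between them does not account for their higher p. With an estimated correlation, camera takes its p from these 2 degrees of freedom, so the number of arrays limits how small it can be.

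**Figure D2:**
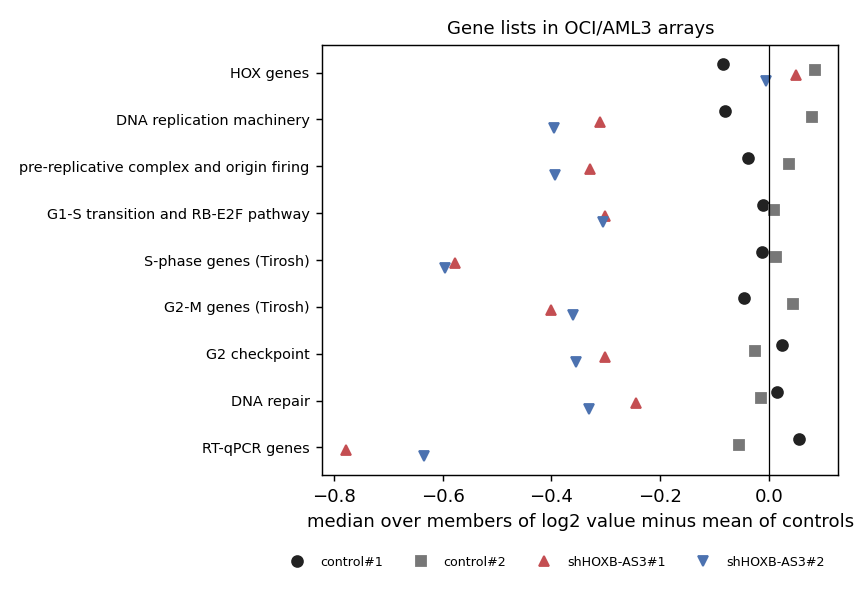
Median over the members of each gene list (y axis) of the log2 value minus the mean of both controls (x axis), for each of the 4 arrays. Points are arrays, and the S-phase genes lie at -0.58 in shHOXB-AS3#1 and -0.60 in shHOXB-AS3#2.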

Wikipathway analysis computed by Affymetrix® TAC also showed that many differentially expressed genes were involved in cell cycle pathway, DNA replication, G1-S transition, and RB pathway (Additional file 1: Figure S5-S8). Moreover, the expressions of these genes were mostly downregulated when *HOXB-AS3* was knocked down, consistent with a promoting function of this lncRNA in cell proliferation.

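The lists of origin licensing, G1-S transition, G2 checkpoint and DNA repair were also lower. Lists can share members, as CDC6 of the licensing list and MCM6 of the replication machinery are also RT-qPCR genes. Their p values are therefore not separate evidence. Of 26 genes of the pre-replicative complex and origin firing, 9 were lower by the paper's criteria and none was higher, with a median log2 difference of -0.34. MCM10 was at -0.80, the helicase loader CDC6 at -0.74 and TICRR, which acts in origin firing, at -0.72. Of 28 genes of the G1-S transition and the RB-E2F pathway, 6 were lower and none was higher, with a median of -0.31. SKP2, the F-box protein that marks CDK inhibitors for degradation, was at -0.86, cyclin A2 (CCNA2) at -0.70 and RRM2, of ribonucleotide reductase, at -0.67. Of 22 genes of the G2 checkpoint, 6 were lower and none was higher, with a median of -0.26. They included CLSPN (-0.81), cyclin B1 (CCNB1, -0.75) and MDM2 (-0.71). Of 55 DNA repair genes, 8 were lower and none was higher, with a median of -0.31. XRCC2 was at -0.81, FANCI at -0.79 and EXO1 at -0.73. SKP2 (-0.76), CCNA2 (-0.68), CCNB1 (-0.765) and MDM2 (-0.47) missed the criteria without control#1, and SKP2 (-0.96), CCNA2 (-0.71) and CCNB1 (-0.735) without control#2. So did TICRR (-0.57), CCNA2 (-0.525) and CCNB1 (-0.565) without shHOXB-AS3#1, and SKP2 (-0.58) and MDM2 (-0.625) without shHOXB-AS3#2. Adjusted over the list alone, 9, 4, 9 and 9 members of these 4 lists were lower, in the order given. Both knockdown lines lay below both control lines for 24, 18, 13 and 35 members, and above both for 3 DNA repair genes. The adjusted p from camera was 9.72e-13, 3.59e-07, 5.54e-07 and 1.06e-09, and with an estimated correlation the adjusted p was 0.175, 0.175, 0.175 and 0.242. The estimated correlations were 0.005, -0.02, -0.003 and 0.064, and only that of DNA repair exceeded the preset 0.01.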

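The 8 cell cycle and replication genes chosen for RT-qPCR were each lower in both knockdown arrays than in both control arrays, and each passed the paper's criteria by limma. MCM3 (-0.565) and MCM4 (-0.56) missed the criteria without shHOXB-AS3#1, and CDC25A (-0.555) without shHOXB-AS3#2. The paper picked these genes from the same experiment, so their direction is not independent evidence. CDK1, the kinase that starts mitosis, had a log2 difference of -0.70 (standard error 0.14). Cyclin B2 (CCNB2), which binds CDK1, was at -0.66 and the phosphatase CDC25A, which activates cyclin-dependent kinases, at -0.65, with its shHOXB-AS3#2 value below the brightest background control spot. PCNA, the sliding clamp of DNA polymerases, was at -0.70 (standard error 0.13). MCM3 was at -0.70 and MCM4 at -0.67, both subunits of the replicative helicase. The adjusted p from limma was 0.495 for each of the 8 over all genes. Adjusted over the list alone, all 8 had an adjusted p under 0.05 from limma. That adjustment leaves out the choice of these genes from the same experiment, so it is not evidence of its own. Across the S-phase, G2-M, replication, licensing, G1-S, G2 checkpoint and DNA repair lists, no member was higher by the paper's criteria. The paper proposes that HOXB-AS3 contributes to proliferation by inducing genes of cell cycle progression and DNA replication. It also reports several of these genes lower by RT-qPCR after the knockdown, and higher with HOXB-AS3 overexpressed in TF-1 cells. Its overexpression and growth experiments were not analysed here.

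**Figure D3:**
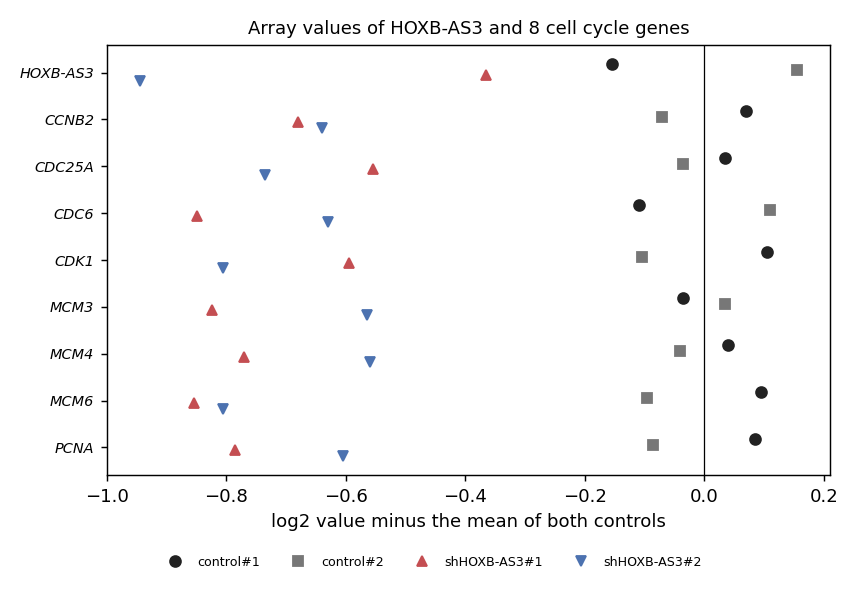
Array log2 value of HOXB-AS3 and of 8 genes (y axis) minus the mean of both controls (x axis). Points are the 4 arrays, and for all 8 genes both knockdown arrays lie to the left of both control arrays.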

**Fig. 3:**
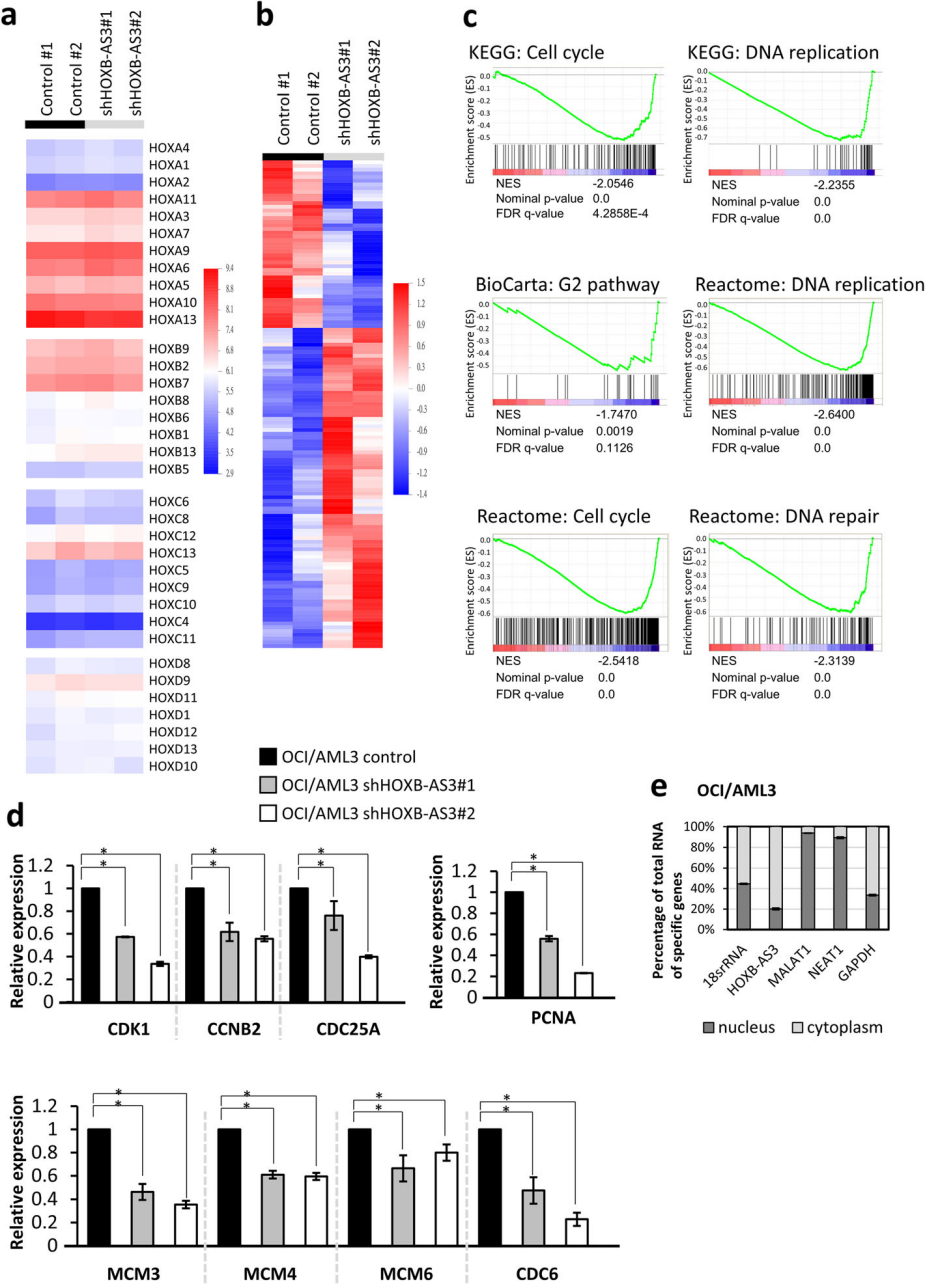
*HOXB-AS3* regulates genes involving in cell cycle progression and DNA replication instead of *HOX* clusters**. a** The expressions of *HOX* genes were not influenced by *HOXB-AS3* expression. RNA was purified from OCI/AML3 infected by lentivirus carrying pLKO-shLacZ (control#1), pLKO-vector (control#2), pLKO-shHOXB-AS3#1 or pLKO-shHOXB-AS3#2. **b** Differentially expressed genes between the control cells and *HOXB-AS3* knockdown cells were revealed by microarray analysis. **c** GSEA analysis of the differentially expressed genes in *HOXB-AS3* knockdown cells compared to the control cells. **d** Quantitative PCR analysis of the expressions of indicated genes in OCI/AML3 cells infected with lentivirus carrying pLKO-vector (control), shHOXB-AS3#1, or shHOXB-AS3#2. Data were derived from the triple repeats of experiments. *P* values were calculated by Kruskal-Wallis test. **e** Quantitative real time PCR analysis of *RNA18S5 RNA* (*18 s rRNA*), *HOXB-AS3*, *MALAT1*, *NEAT1* and *GAPDH* in the nuclear and cytoplasmic fractions of OCI/AML3 cells. (* meant that *P* value was less than 0.05)

We validated a set of *HOXB-AS3* regulated genes by RT-qPCR and confirmed that several genes involved in the cell cycle progression (CDK1, CCNB2, and CDC25A), DNA replication (PCNA), and assembly of pre-replicative complex (CDC6, MCM4, MCM6) were indeed downregulated when *HOXB-AS3* was knocked down (Fig. 3d). Conversely, these genes were upregulated when *HOXB-AS3* was overexpressed (Additional file 1: Figure S9). These findings suggested that *HOXB-AS3* induced the expression of a number of genes involving in cell cycle progression and DNA replication to contribute to myeloid cell proliferation.

Furthermore, to identify the subcellular location of lncRNA *HOXB-AS3*, we used nuclear-cytoplasm fractionation to purify RNA from the nucleus and cytoplasm of OCI/AML3 cells, followed by reverse transcription and quantitative real time PCR. Our analysis demonstrated that the majority of *HOXB-AS3* was located at the cytoplasm, different from the nuclear-residing *MALAT1* and *NEAT1* (Fig. 3e) [44, 45]. Therefore, our results suggest that *HOXB-AS3* regulate the expressions of downstream genes through an indirect mechanism, which was different from other anti-sense lncRNAs in the *HOX* clusters.

### Higher *HOXB-AS3* expression is associated with shorter overall survival and progression free survival in AML patients

To determine the clinical significance of *HOXB-AS3* in de novo AML patients, we analyzed the microarrays and clinical data of the NTUH AML cohort and validated the results with TCGA AML cohort. In the NTUH AML cohort, *HOXB-AS3* expression was determined based on the expression levels of TC17002858.hg.1, the transcript cluster representing all variants of *HOXB-AS3* on Affymetrix GeneChip® HTA 2.0. The AML patients were stratified into higher- and lower-expression groups with the median expression of *HOXB-AS3* as the cutoff level. The *HOXB-AS3* levels in the higher-expression group were much higher than those of the healthy donors (Additional file 1: Figure S10; *P* <  0.000001), while the expression levels were similar between lower group and the healthy donors (Additional file 1: Figure S10). The clinical characteristics of the NTUH AML patients were listed in Additional file 1: Table S1 Patients with higher *HOXB-AS3* expression were older and had higher frequencies of mutated *NPM1*/wild *FLT3*-ITD, *MLL*-PTD, and *RUNX1* mutations, but lower frequency of *CEBPAɑ* double mutations than patients with lower expression.

Patients with higher *HOXB-AS3* expression had similar complete remission rate to those with lower expression, but had higher relapse rate (Additional file 1: Table S1). With a median follow-up time of 88.1 months, the AML patients with higher *HOXB-AS3* expressions had shorter OS and RFS than those with lower *HOXB-AS3* expressions (Fig. 4a and b; median OS, 17.7 months versus not reached, *P* value < 0.0001; median RFS, 12.9 months versus not reached, *P* value 0.0070, respectively). When we stratified patients according to the expression levels of the other transcript cluster representing *HOXB-AS3*, TC17002254.hg.1, the results were similar (Additional file 1: Figure S11). Subgroup analysis showed that higher *HOXB*-AS3 expression was also a poor-risk factor for OS in the intermediate-risk cytogenetic group (Fig. 4c). We validated our findings in the TCGA AML cohort in whom higher *HOXB-AS3* expression was also an adverse prognostic biomarker (Fig. 4d) [37]. Multivariate analysis showed that higher *HOXB-AS3* expression tended to be an independent adverse prognostic factor for OS in AML patients (*P* = 0.0634, Table 1).

**Fig. 4:**
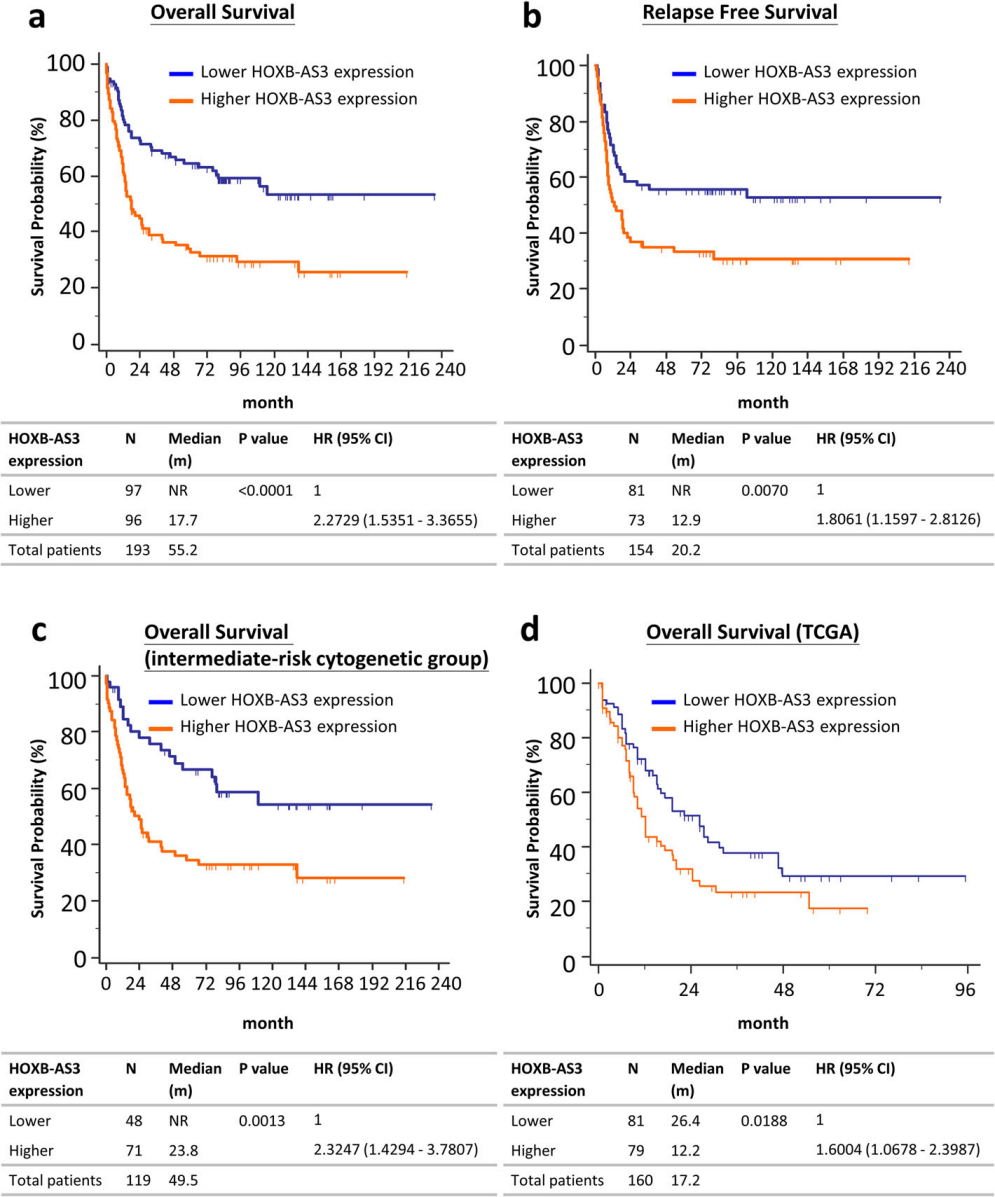
Survival analysis of de novo AML patients stratified by the expressions of *HOXB-AS3***. a** Overall survival (OS) in the NTUH AML cohort. **b** Relapse free survival in the NTUH AML cohort. **c** OS in the AML patients with intermediate-risk cytogenetic changes. **d** OS in the TCGA AML cohort. The patients in the NTUH AML cohort were stratified by the expressions of transcript cluster: TC17002858.hg.1 on Affymetrix GeneChip® HTA 2.0 arrays

**Table 1:** Univariate and multivariate analyses (Cox regression) for overall survival in AML patients

Variables	Univariate analysis			Multivariate analysis		
	HR	95% CI	*P* value	HR	95% CI	*P* value
Age > 60 years	2.7201	1.5917 to 4.6484	< 0.0001*	2.0425	1.2585 to 3.3148	0.0038*
WBC > 100 k μ/L	1.0529	0.6026 to 1.8399	0.8534	–	–	–
Favorable cytogenetics	0.4552	0.2905 to 0.7133	0.0051*	0.4579	0.2315 to 0.9058	0.0248*
*NPM1*+/ *FLT3*-ITD-	0.5674	0.3346 to 0.9625	0.0839	0.2972	0.1421 to 0.6216	0.0013*
*FLT3*-TKD	1.1062	0.5419 to 2.2580	0.7722	–	–	–
*CEBPα* double mutation	0.3093	0.1839 to 0.5201	0.0030*	0.3893	0.1585 to 0.9561	0.0396*
*PTPN11* mutation	1.2426	0.5008 to 3.0836	0.6042	–	–	–
*KRAS* mutation	1.6638	0.6351 to 4.3587	0.1885	–	–	–
*MLL*/PTD	3.5868	1.0660 to 12.0688	0.0001*	2.3662	1.0555 to 5.3047	0.0365*
*KIT* mutation	1.0609	0.4827 to 2.3319	0.8797	–	–	–
*RUNX1* mutation	2.2459	1.1285 to 4.4697	0.0013*	1.2736	0.6998 to 2.3179	0.4285
*WT1* mutation	1.4062	0.7398 to 2.6728	0.2326	–	–	–
*ASXL1* mutation	0.8468	0.3932 to 1.8236	0.6921	–	–	–
*IDH1* mutation	0.5760	0.2364 to 1.4033	0.3395	–	–	–
*IDH2* mutation	0.9412	0.5109 to 1.7341	0.8492	–	–	–
*TET2* mutation	1.1970	0.6549 to 2.1879	0.5309	–	–	–
*TP53* mutation	4.3752	0.5761 to 33.2257	0.0015*	3.1834	1.0992 to 9.2198	0.0328*
*DNMT3A* mutation	1.3679	0.8133 to 2.3004	0.1908	–	–	–
*HOXB-AS3* expression	2.3003	1.5530 to 3.4072	< 0.0001*	1.6401	0.9727 to 2.7654	0.0634

Age, elder than 60 years versus younger; WBC, higher than 100 k μ/L versus lower; *HOXB-AS3* expression, higher versus lower; *NPM1*+/ *FLT3*-ITD-, mutated *NPM1* without *FLT3*-ITD versus others; other mutations, mutation versus wild type; favorable cytogenetics, favorable versus others

Abbreviations: *HR* hazard ratio, *CI* confidence interval, *MLL/PTD* partial tandem duplication of *MLL* gene

* *P* value < 0.05

We further analyzed the patients with AML other than acute promyelocytic leukemia (non-APL), and stratified them according to the median expression of *HOXB-AS3* (Additional file 1: Figure S12). Patients with higher *HOXB-AS3* expression still had shorter OS than those with lower *HOXB-AS3* expression (Additional file 1: Figure S13a). The subgroup analysis in the intermediate-risk patients based on the 2017 European LeukemiaNet (ELN) risk classification also illustrated adverse prognosis for the patients with higher *HOXB-AS3* expression (Additional file 1: Figure S13b).

### Higher *HOXB-AS3* expression also predicts adverse prognosis in MDS patients

To investigate the clinical relevance of *HOXB-AS3* expressions in primary MDS, we analyzed the microarrays and clinical data of the NTUH MDS training cohort and validation cohort. *HOXB-AS3* expression was determined based on the expression levels of TC17002858.hg.1. According to the expression levels of *HOXB-AS3*, the MDS patients was stratified into four groups, lowest, intermediate low, intermediate high, and highest *HOXB-AS3* expression groups (Additional file 1: Figure S14). Only the patients in the highest group had distinct higher *HOXB-AS3* expressions compared with the healthy donors (Additional file 1: Figure S14; *P* <  0.000001), while patients in other groups had similar *HOXB-AS3* expressions to normal controls.

With a median follow-up time of 39.2 months, the MDS patients with highest *HOXB-AS3* expressions had the shortest OS compared to others (Fig. 5a). The OS was similar among the patients with lowest, intermediate low, and intermediate high expressions of *HOXB-AS3*. Similar results were obtained when we stratified the patients according to the expressions of another transcript cluster, TC17002254.hg.1, which also represented *HOXB-AS3* (Additional file 1: Figure S15a). If we used the cutoff point between the highest and intermediate high groups (Fig. 5a**)** to stratify the NTUH MDS training cohort into two groups, higher *HOXB-AS3* expression predicted shorter OS in the MDS patients (Fig. 5b). The clinical characteristics of the MDS patients were listed in Additional file 1: Table S2, and the correlations of *HOXB-AS3* expressions and somatic gene mutations were listed in Additional file 1: Table S3. Patients with higher *HOXB-AS3* expression had a high rate of leukemic transformation, higher bone marrow blast percentage and more frequently WHO higher-risk subtypes, but similar distribution of IPSS subtypes, compared to those with lower *HOXB-AS3* expression. Higher *HOXB-AS3* expression was associated with *RUNX1*, *ASXL1*, and *IDH2* mutations. When we applied the same cutoff point to the MDS validation cohort, the prognostic significance of *HOXB-AS3* expression for OS in MDS patients was also confirmed (Fig. 5c and Additional file 1: Figure S15b). Multivariate analysis demonstrated that higher *HOXB-AS3* expression was an independent poor prognostic factor for OS in primary MDS patients, irrespective of other poor prognostic factors, including higher IPSS scores and adverse risk mutations (Table 2).

**Fig. 5:**
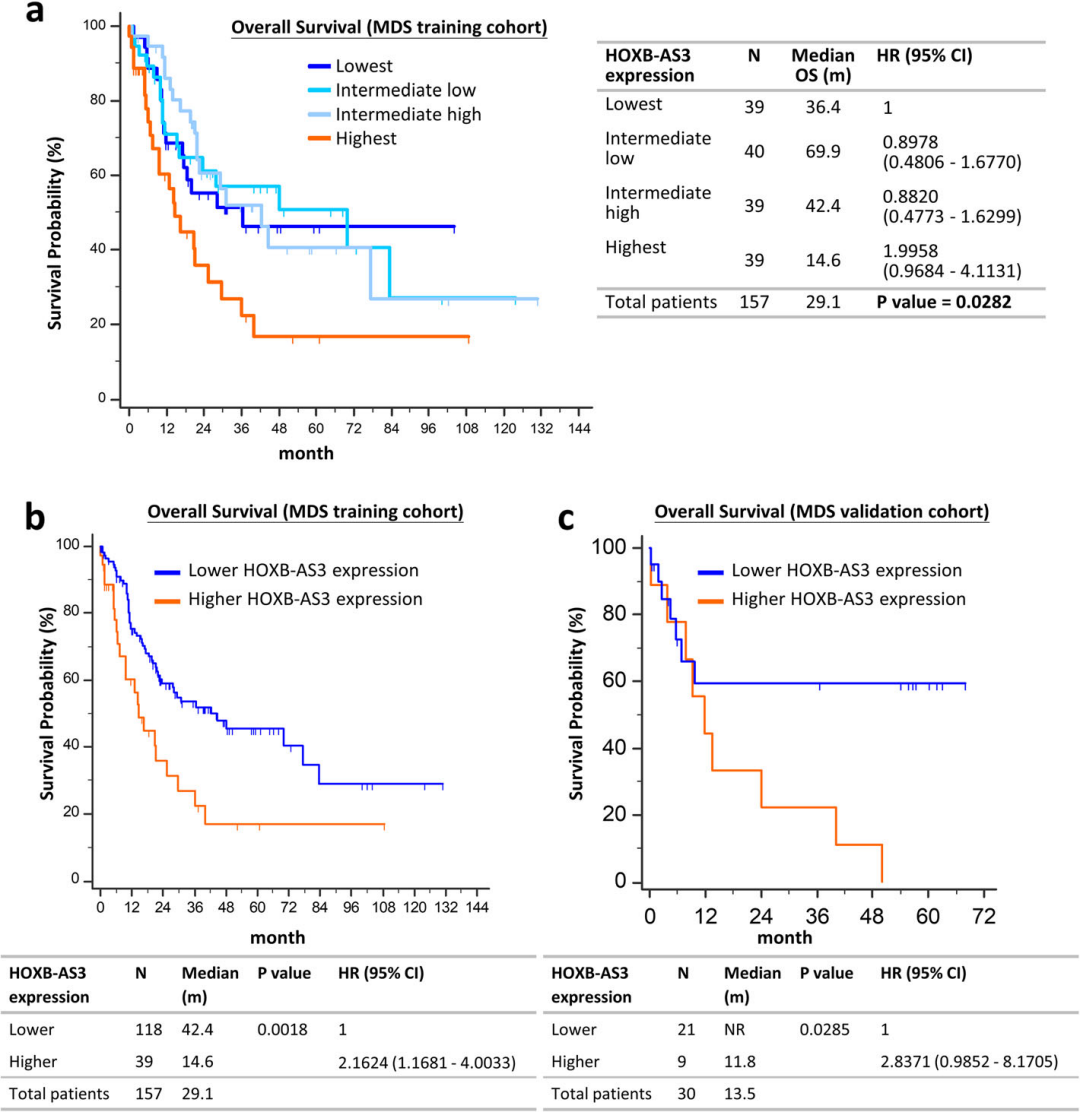
Overall survival of MDS patients stratified by the expressions of *HOXB-AS3***. a** OS in the NTUH MDS training cohort stratified into 4 groups: *HOXB-AS3* expression highest, intermediate high, intermediate low and lowest groups. **b** OS in the NTUH MDS training cohort stratified into 2 groups: *HOXB-AS3* expression higher group (*HOXB-AS3* expression highest group in Fig. 5a) and lower group (*HOXB-AS3* expression lowest, intermediate low, and intermediate high groups in Fig. 5a). **c** OS in the NTUH MDS validation cohort stratified into 2 groups as Fig. 5b. The patients were stratified by the expressions of transcript cluster: TC17002858.hg.1 on Affymetrix GeneChip® HTA 2.0 arrays

**Table 2:** Univariate and multivariate analyses (Cox regression) for overall survival in MDS patients

Variables	Univariate analysis			Multivariate analysis		
	HR	95% CI	*P* value	HR	95% CI	*P* value
Age > 60 years	1.7988	1.1298 to 2.8641	0.0223*	1.5433	0.8392 to 2.8383	0.1628
IPSS	3.4616	1.9730 to 6.0735	< 0.0001*	2.5755	1.4292 to 4.6412	0.0016*
*EZH2* mutation	2.0164	0.7036 to 5.7785	0.0709	1.1877	0.4371 to 3.2271	0.7358
*RUNX1* mutation	1.6949	0.7996 to 3.5925	0.0880	0.7265	0.3155 to 1.6731	0.4528
*ASXL1* mutation	1.9909	1.0927 to 3.6274	0.0059*	1.3616	0.6273 to 2.9554	0.4350
*IDH2* mutation	1.5777	0.2748 to 9.0568	0.5195	–	–	–
*ZRSR2* mutation	2.5929	1.0588 to 6.3500	0.0016*	1.9474	0.8973 to 4.2263	0.0918
*U2AF35* mutation	1.0584	0.4771 to 2.3480	0.8861	–	–	–
*TET2* mutation	1.3481	0.6591 to 2.7572	0.3579	–	–	–
*SRSF2* mutation	1.9654	0.9379 to 4.1184	0.0196*	1.5304	0.7107 to 3.2954	0.2769
*SF3B1* mutation	0.7602	0.4237 to 1.3640	0.3970	–	–	–
*TP53* mutation	7.1283	1.2057 to 42.1423	< 0.001*	6.1091	2.3732 to 15.7260	0.0002*
*DNMT3A* mutation	1.2781	0.6513 to 2.5080	0.4344	–	–	–
*HOXB-AS3* expression	2.1624	1.1681 to 4.0033	0.0018*	1.8992	1.0606 to 3.4009	0.0309*

Age, elder than 60 years versus younger; *HOXB-AS3* expression, highest versus others; mutations, mutation versus wild type; IPSS, intermediate-2 and high, versus low and intermediate-1

Abbreviations: *HR* hazard ratio, *CI* confidence interval

* *P* value < 0.05

Furthermore, we analyzed prognostic implications of *HOXB-AS3* expressions in subgroups of patients with different IPSS risk. Among the patients with IPSS lower risk MDS (low and intermediate-1 risks), those with higher *HOXB-AS3* expression had shorter OS than those with lower expression (median, 29.2 months vs 77.3 months, *P* value 0.0194; Fig. 6a). On the other hand, *HOXB-AS3* expression did not influence OS in the patients with IPSS higher risk MDS (intermediate-2 and high risks; Fig. 6b). Therefore, high *HOXB-AS3* expression could further identify a subgroup of patients with high risk in the IPSS lower risk group.

**Fig. 6:**
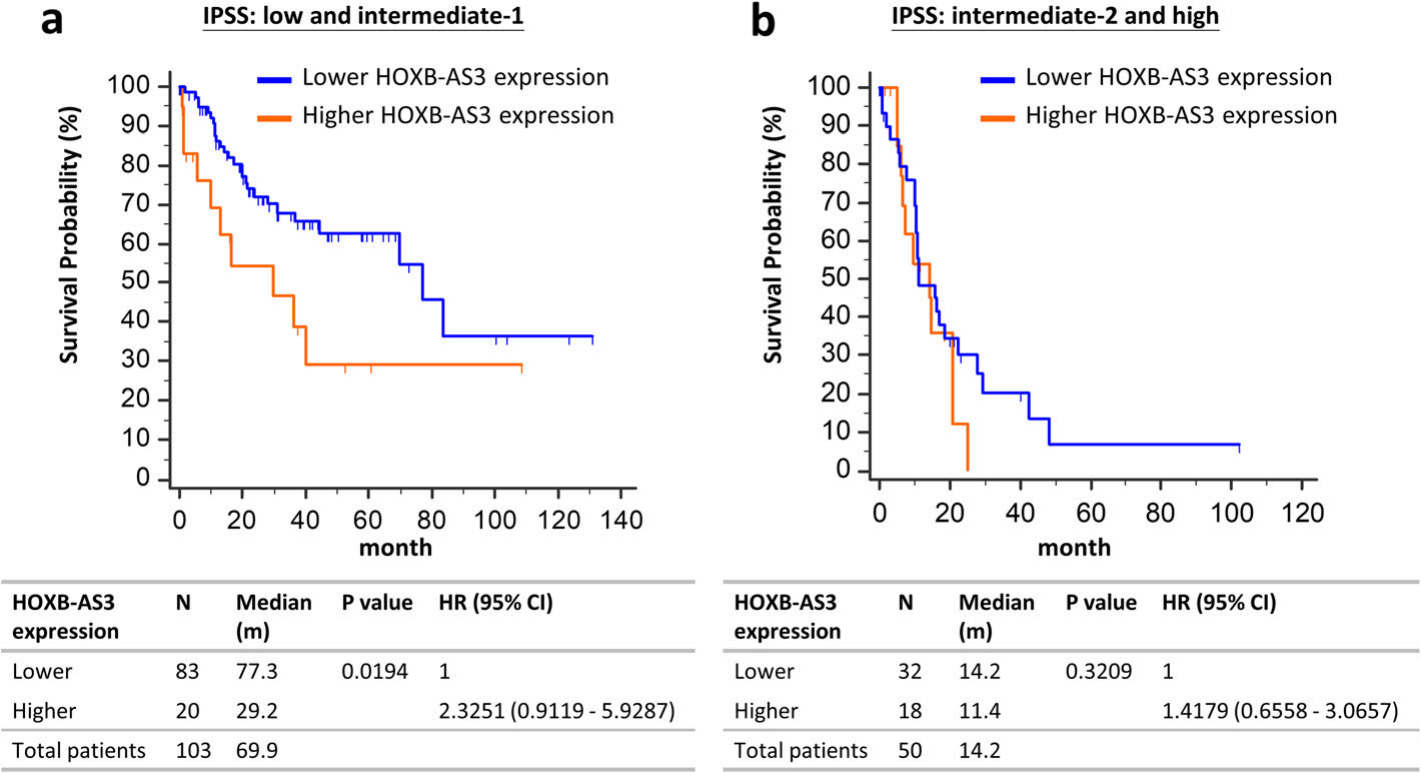
OS of MDS patients stratified by the expressions of *HOXB-AS3* in different IPSS risk groups. **a** OS in the patients with IPSS low or intermediate-1 risk, stratified by *HOXB-AS3* expressions. **b** OS in the patients with IPSS intermediate-2 or high risk, stratified by *HOXB-AS3* expressions. The patients were stratified by the expressions of transcript cluster: TC17002858.hg.1 on Affymetrix GeneChip® HTA 2.0 arrays into 2 groups as Fig. 5b

## Discussion

In this study, we reported the clinical relevance of lncRNA *HOXB-AS3* in de novo AML and primary MDS. We demonstrated that higher *HOXB-AS3* expression was an adverse prognostic factor for AML and MDS patients. To our knowledge, *HOXB-AS3* represents the first reported lncRNA whose expression is able to predict the prognosis of MDS patients. We also found that *HOXB-AS3* expression could further stratify IPSS lower risk patients into two subgroups with distinct prognosis. This would help us identify the IPSS lower risk patients who need to be treated aggressively.

In addition to identifying the prognostic value of *HOXB-AS3* expression in myeloid malignancies, we explored the biological function of *HOXB-AS3*. We revealed that *HOXB-AS3* promoted the proliferation of myeloid cells. Previous studies showed that anti-sense lncRNAs in *HOX* clusters influence the expressions of *HOX* genes by *trans*- or *cis*-regulation [13, 42, 43]. For examples, *HOTAIR trans*-regulates the expression of *HOXD* genes through PRC2 complex [42], whereas *HOTAIRM1 cis*-regulates the expressions of *HOXA1* and *HOXA4* genes [13]. Given that expressions of *HOX* genes are important in cell proliferation, hematopoiesis and leukemogenesis [36, 38, 39], it is possible that *HOXB-AS3* promotes cell proliferation by regulating the expressions of certain *HOX* genes. However, our microarray analysis indicated that downregulation of *HOXB-AS3* in OCI/AML3 cells did not significantly alter the expression of any *HOX* gene (Fig. 3a). Instead, *HOXB-AS3* potentiated the expressions of a set of genes critical for cell cycle progression and DNA replication (Fig. 3c and Additional file 1: Figure S4), and this finding was consistent with its ability to increase the S-phase cell population (Fig. 2c, e, and g). A recent study showed that knocking down *HOXB-AS3* reduces the cells in S phase and the ability in colony formation, which is consistent with our findings [46]. Further, they demonstrated that *HOXB-AS3* binds EBP1 to increase the EBP1-NPM1 complex [46]. Accordingly, overexpression of *HOXB-AS3* increases the transcription of rRNA and de novo protein synthesis [46]. This mechanism might explain the effect of *HOXB-AS3* on cell proliferation.

The clinical relevance of *HOXB-AS3* in hematopoietic diseases remains poorly characterized. A previous study reported a positive correlation of *HOXB-AS3* expression with *NPM1* mutations in AML patients [47]. In our study, we not only illustrated high *HOXB-AS3* expression as a poor prognostic biomarker in AML and MDS, but also disclosed its promotion effect on cell proliferation in two myeloid cell lines (Fig. 2). Further, we showed that higher *HOXB-AS3* expression was an adverse prognostic marker in IPSS lower risk patients, but not higher risk ones. It may indicate that higher expressions of *HOXB-AS3* influences the prognosis through enhancing proliferation of the abnormal hematopoietic cells in IPSS lower-risk patients, but has no implication when the patients already have many risk factors as in IPSS higher risk patients. These findings imply that *HOXB-AS3* may have distinct clinical relevance in different myeloid malignancies.

Of note, a recent study reported that *HOXB-AS3* can encode a small peptide to influence the alternative splicing of pyruvate kinase M, thereby inhibiting the proliferation of colon cancer cell lines [48]. In addition, *HOXB-AS3* expression is downregulated in colorectal cancer (CRC) tissues and is correlated with favorable prognosis for CRC patients [48]. The seemingly discrepancies between this previous study and our findings are likely due to the different variants of *HOXB-AS3* used. The previous study investigated exclusively *HOXB-AS3* variant 1 (NR_033201.2), and the small peptide is encoded from the last two exons of this variant [48]. However, in leukemia cell lines, variant 1 is expressed at a very low level, and the majority of *HOXB-AS3* transcripts are variants 2/3/5 (Additional file 1: Figure S16), which do not contain the last two exons (Fig. 1b) and therefore cannot encode the small peptide. Because of the abundant expression of variants 2/3/5, we used the longest variant, variant 2, for the overexpression studies and results are consistent with the conclusions derived from the knockdown studies, in which the two *HOXB-AS3* shRNAs target variants 2, 3, 5, 8 and variants 2, 3, 5, 6, 7, 8, respectively. Therefore, the current and previous studies suggest the existence of variant-specific functions of *HOXB-AS3*. The relative abundance of *HOXB-AS3* variants could determine its context-dependent roles in different cancer types.

## Conclusions

Our study identifies that higher expression of *HOXB-AS3* is an adverse prognostic marker for both de novo AML and primary MDS patients. Functionally, *HOXB-AS3* promotes the proliferation of myeloid cells through upregulating the expressions of a set of genes critical for cell cycle progression and DNA replication. *HOXB-AS3* can be a potential target for novel therapy in MDS and AML patients with higher *HOXB-AS3* expression.

## Additional file

Additional file 1: **Table S1.** Correlation of HOXB-AS3 expression with clinical characteristics and frequent somatic gene mutations in de novo AML patients. **Table S2.** Correlation of HOXB-AS3 expression with clinical characteristics in MDS patients. **Table S3.** Correlation of HOXB-AS3 expression with frequent gene mutations in MDS patients. **Figure S1.** Overview of Hoxb5os in mouse HOXB cluster. **Figure S2.** Alignment of mouse Hoxb5os and human HOXB-AS3. **Figure S3.** HOXB-AS3 promotes S phase entering in the cell cycle regulation. **Figure S4.** GSEA pathway analysis of the differentially expressed genes in HOXB-AS3 knockdown cells compared to the control cells. **Figure S5.** Cell cycle pathway from Wikipathway analysis of downstream pathways affected by downregulation of HOXB-AS3 in the myeloid cell lines. **Figure S6.** DNA replication pathway from Wikipathway analysis of downstream pathways affected by downregulation of HOXB-AS3 in the myeloid cell lines. **Figure S7.** RB pathway from Wikipathway analysis of downstream pathways affected by downregulation of HOXB-AS3 in the myeloid cell lines. **Figure S8.** G1-S pathway from Wikipathway analysis of downstream pathways affected by downregulation of HOXB-AS3 in the myeloid cell lines. **Figure S9.** Quantitative PCR analysis of the expressions of indicated genes in TF-1 cells infected with lentivirus carrying pAS5.1w-Pbsd (control), or pAS5.1w-Pbsd-HOXB-AS3 (HOXB-AS3 overexpression). **Figure S10.** HOXB-AS3 expressions of AML patients and health donors. **Figure S11.** Survival analysis of AML patients stratified by the expressions of HOXB-AS3. **Figure S12.** HOXB-AS3 expression of non-APL AML patients and health donors. **Figure S13.** Survival analysis of non-APL AML patients stratified by the expressions of HOXB-AS3 in the NTUH AML cohort. **Figure S14.** HOXB-AS3 expressions of MDS patients and health donors. **Figure S15.** Overall survival of MDS patients stratified by the expressions of HOXB-AS3. Figure S16. Quantitative PCR analysis of the expressions of different variants in TF-1 and OCI/AML3 cell lines.

## Data Availability

The raw data of TCGA AML cohort was downloaded from TCGA website (https://cancergenome.nih.gov/). The datasets supporting the conclusions of this article are available in NCBI’s Gene Expression Omnibus (GEO), and were accessible through GEO Series accession number GSE114823 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114823), GSE114868 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114868), and GSE114869 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114869).

## Abbreviations

allo-HSCT: allogeneic hematopoietic stem cell transplantation
AML: Acute myeloid leukemia
APL: Acute promyelocytic leukemia
ATRA: All-trans retinoic acid
BM: Bone marrow
CPAT: Coding Potential Assessment Tool
CR: Complete remission
CRC: Colorectal cancer
ELN: European Leukemia Net
GEO: Gene Expression Omnibus
IPSS: International prognostic scoring system
IPSS-R: Revised international prognostic scoring system
KM: Kaplan-Meier
lncRNAs: long non-coding RNAs
MDS: Myelodysplastic syndrome
MPN: Myeloproliferative neoplasms
NCBI: National Center for Biotechnology Information
NTUH: National Taiwan University Hospital
OS: Overall survival
RFS: Relapse free survival
TCGA: The Cancer Genome Atlas

How the deposited data were processed for this re-analysis (not part of the article)

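RNA of 4 stable OCI/AML3 lines was measured on Affymetrix Human Transcriptome Arrays, with 1 array for each line. The control group held the shLacZ line (control#1) and the pLKO vector line (control#2), and the knockdown group held shHOXB-AS3#1 and shHOXB-AS3#2. The submitters' processing notes name Affymetrix Expression Console and RMA, with no version. The authors deposited log2 values after this normalization, rounded to 2 decimals. The table has 70523 rows, and 2995 rows that are not transcript clusters were left out, which left 67528 transcript clusters. The platform's gene table gives 1 symbol for 23781 of them and several for 1543, and 42204 are unnamed here. The 23781 stand for 22465 genes. For a gene with several transcript clusters, the one with the highest mean over the 4 arrays was used. Gene neighbours were taken from the RefSeq annotation of GRCh38.p14, and no coordinates were used because the sources used here name no genome build for the array.

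The deposited log2 values were compared between the groups with limma 3.58.1 in R 4.3.3, with moderated variances (prior degrees of freedom 3.12 over transcript clusters and 2.74 over genes) and Benjamini-Hochberg adjustment. The paper's criteria, a fold change over 1.5 and an unadjusted p under 0.05, were applied to the same fit. The 35 gene lists were written before the data were examined. Those on the cell cycle, DNA replication and HOX genes follow what the paper had reported from these same 4 arrays, so their tests are not independent of it. The 34 lists with at least 5 measured members were tested with camera at a preset correlation of 0.01. The named genes were HOXB-AS3, the genes the paper names for this experiment, up to 4 members of each list described, and the 12 largest rises and 12 largest falls. Since fewer than 12 genes in each direction had an adjusted p under 0.05, these 24 were drawn from genes past the paper's criteria with both knockdown arrays on the same side of both controls, without small RNA names. For lists with 5 to 100 measured members, the median was also set beside 10000 random lists of genes matched on mean expression.

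The alternatives were centring each array on its median, a further quantile normalization, removal of dim transcript clusters, limma with an intensity trend and robust variances, the methods' t-test (the equal-variance comparison of 2 groups, to which the ANOVA named by the paper reduces), the replicate number as a block, leaving out each array, a difference of log2 values over 1.5, an unadjusted p under 0.01, the mean of a gene's transcript clusters, and for the lists camera with an estimated correlation, fry and preranked enrichment with fgsea 1.28.0. The test was tested on simulated data of 67528 transcript clusters with 2 against 2 arrays, with 200 changed in each of 10 runs. Of those changed by 2-fold, 97.7% passed the paper's criteria and 32.4% had an adjusted p under 0.05. Of those changed by 4-fold, 100% and 98.4% did. The simulated noise was Gaussian with the moderated variances, which are drawn toward a common value, so these shares can overstate the power on these arrays. On the arrays, DCSTAMP (9.22-fold) had an adjusted p of 0.148 and OR5B21 (4.18-fold) one of 0.495 from limma. In 10 runs with no change and independent noise of the same moderated spread, 667 to 749 transcript clusters passed the paper's criteria by limma. By the methods' t-test, 133 to 184 did.

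The RT-qPCR, cell growth, overexpression, fractionation and patient data of the paper were not analysed here.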

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

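The test of whether the rise of the interferon response genes rests on one array, the test of the small nuclear RNAs and the test of the depth of the knockdown were chosen only after the result was seen, while the list tests and their alternatives were planned. Apart from the S-phase genes, the results in this part lie outside the lists the paper's text reports for this experiment. For ribosome biogenesis, its Discussion cites a study of HOXB-AS3 in rRNA transcription and protein synthesis.

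DCSTAMP had the smallest adjusted p of all genes from limma (0.148), with a log2 difference of 3.21 whose size is uncertain, since both controls lay below the brightest background control spot, and stayed past the paper's criteria under all 11 alternatives run for single genes. The immediate early genes had a median of 0.27, the NF-kB and inflammatory response genes one of 0.16 and the replication-dependent histones one of 0.065, each higher by camera at the preset correlation. With an estimated correlation, the adjusted p was 0.175, 0.609 and 0.664, in the order given. For the immediate early genes the estimate was -0.035, so correlation between them does not account for the 0.175. The genes of ribosome biogenesis and the nucleolus had a median of -0.28, those of cholesterol synthesis one of -0.28 and the cytosolic ribosomal proteins one of -0.13, each lower by camera at the preset correlation. With an estimated correlation, the adjusted p was 0.242, 0.808 and 0.712. The median of the ribosomal proteins lay inside the middle 95% of random lists matched on mean expression (-0.21 to 0.01), and their call was lost in 7 of 13 settings, among them centring of the array medians (adjusted p = 0.0604) and the intensity trend (adjusted p = 0.0927). The microRNA genes had a median of 0.015, with 0.808 as the adjusted p with an estimated correlation. Without shHOXB-AS3#1, the median was 0.175 for the immediate early genes. Without control#1, it was -0.02 for the NF-kB and inflammatory response genes, -0.01 for the histones, -0.458 for cholesterol synthesis and -0.07 for the microRNA genes, and camera still called the NF-kB genes (adjusted p = 0.0192) and the microRNA genes (adjusted p = 0.0317) upward. Without control#2, it was 0.302 for the NF-kB genes, 0.17 for the histones and 0.08 for the microRNA genes, and without shHOXB-AS3#1 -0.003 for the microRNA genes. Camera no longer called the histones or the ribosomal proteins without control#1 or without shHOXB-AS3#2 (0.04 and -0.095), nor cholesterol synthesis without control#2 (-0.07) or without shHOXB-AS3#2 (-0.05).

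The interferon response genes had a median difference of 0.54 and an adjusted p of 0.00631 from camera, but the knockdown arrays went opposite ways. With an estimated correlation the adjusted p was 0.824. Relative to the control mean, the median was -1.11 in shHOXB-AS3#1 and 2.22 in shHOXB-AS3#2. IFI27 was at 6.30 and 7.29 in the control lines, 5.90 in shHOXB-AS3#1 and 13.02 in shHOXB-AS3#2. Its values in control#1 and shHOXB-AS3#1 lay below the brightest background control spot. The median was 0.082 without control#1 and 0.967 without control#2, where camera no longer called it. Leaving out shHOXB-AS3#2 turned the median to -1.11, so the rise rests on 1 array. An interferon response to the construct or to the virus in that line stays open, and no test here separates it from other differences between the lines.

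The small nucleolar RNAs had a median of 0.11 over 258 genes, with 19 higher and 5 lower by the paper's criteria. The adjusted p from camera was 4.26e-06, and with an estimated correlation the adjusted p was 0.712. Without control#1 the median was -0.043, where all genes had a median of -0.085 and camera still called the list upward (adjusted p = 0.00719). Against control#1 the median was 0.225 in shHOXB-AS3#1 and 0.26 in shHOXB-AS3#2, but against control#2 it was -0.04 and -0.02. Control#2 itself lay 0.25 above control#1. The planned test of whether the rise rests on 1 array was thus met, by control#1. Only the call by camera, which sets the list against all other genes, stayed. Without control#2 the median was 0.217. Spliceosomal small nuclear RNAs and their pseudogenes had a median of 0.25 over 134 genes, as a different recovery of small RNAs between the arrays could give. Control#1 was the lowest array for many of them, and no median was computed without it. RNU6-1 was at 14.87 in control#1, 16.61 in control#2, and 15.32 and 16.49 in the knockdown lines. RNU5A-1 was at 8.07, 9.21, 9.88 and 9.97. Some members, such as RNU6-1, RNU6-11 and RNU6-37, have identical values and are not separate measurements. A biological change in small RNAs stays open.

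The lower S-phase genes were weighed against 2 technical explanations. A fall of all bright genes was argued against, since the percentile of the list's median among 10000 random lists matched on mean expression was 0, with a middle 95% from -0.21 to 0.01. A single array was argued against as well, since the median nearest to 0 with any array left out was -0.58. The depth of the knockdown cannot be told apart from other differences between the constructs, since the medians of shHOXB-AS3#2 and shHOXB-AS3#1 differed by -0.018 and each is 1 array. The paper reports fewer cells entering S phase after the knockdown in this line, from an assay not analysed here. On the arrays, a lower share of cells in S phase stays open as a biological hypothesis, as do differences between the lines that the constructs did not cause. The replication-dependent histones did not fall with the S-phase genes, with a median of 0.065 and 21 of 35 above 0. With one array left out that median ranged from -0.01 to 0.17, so it does not decide the hypothesis.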

How the results depend on the processing

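The limits are those of 4 arrays. Of the values recomputed under alternatives, 162 of the counts, HOXB-AS3 values and lists the paper speaks of kept their call, 17 no longer passed, 4 newly passed and 13 counts moved by over 1.5 times or away from 0. For single genes and other lists, 1001 kept it, 134 no longer passed, 7 newly passed and 12 turned. With one array left out, the uncalled genes that turned ranged from -0.22 to 0.25 (HOXB7, which also turned to -0.031 with quantile normalization), from -0.01 to 0.12 (HOXB6), from -0.25 to 0.19 (CDKN1B), from -0.075 to 0.005 (CDKN1A), from -0.17 to 0.04 (MALAT1) and from -0.105 to 0.085 (GAPDH). IFI27, uncalled as well, was at -0.895 without shHOXB-AS3#2 and at 6.225 without shHOXB-AS3#1. Both sizes are uncertain, since control#1 and shHOXB-AS3#1 lay below the brightest background control spot for this gene.

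With the methods' t-test, 19 transcript clusters had an adjusted p under 0.05, 642 transcript clusters and 215 genes passed the paper's criteria, and the highest other split of the arrays gave 388. With an unadjusted p under 0.01, 967 transcript clusters, 307 genes and 544 in the highest other split passed. With a difference of log2 values over 1.5, 88 transcript clusters passed, with 78 in the highest other split, and 17 genes, with 43 in the split that puts control#1 with shHOXB-AS3#1. Both knockdown lines lay on one side of both controls by that size for 12 transcript clusters, fewer than the 17 of that other split. With the stricter thresholds, fewer calls follow from the thresholds. All 642 transcript clusters of the t-test were also among the 2128 by limma. The t-test has 2 degrees of freedom, to which limma adds a prior 3.12, so the t-test needs a larger t for the same p. Beyond that, its fewer calls were not explained by a test. With one array left out in turn, 1884 to 3516 transcript clusters and 454 to 1200 genes passed. HOXB-AS3 on TC17002858.hg.1 (-0.66) missed the criteria with dim transcript clusters removed, with the methods' t-test, with the replicate block, without control#1 (-0.81), without control#2 (-0.5) and without shHOXB-AS3#2 (-0.365), and was at -0.945 without shHOXB-AS3#1. TC17002254.hg.1 newly passed without shHOXB-AS3#1 (-0.675) and was at -0.225 without shHOXB-AS3#2. The cause was not tested.

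With an estimated correlation, camera no longer called the replication machinery (-0.36), the pre-replicative complex (-0.34), the G1-S and RB-E2F genes (-0.31), the S-phase genes (-0.64), the G2-M genes (-0.38), the G2 checkpoint (-0.26), DNA repair (-0.31) or the RT-qPCR genes (-0.70). Fry no longer called the replication machinery (-0.36), G2-M (-0.38) and DNA repair (-0.31). The HOX list became called upward without control#2 (median 0.12, adjusted p = 0.00618 from camera), with quantile normalization (0.008) and with preranked enrichment (0.015), and was at -0.075 without control#1. The interferon response genes turned to -1.105 without shHOXB-AS3#2 and reached 2.215 without shHOXB-AS3#1. For the S-phase, G1-S, G2 checkpoint and pre-replicative complex genes the estimated correlation (-0.015, -0.02, -0.003 and 0.005) was below the preset 0.01. Correlation between the genes thus does not account for the calls lost there with an estimated correlation. The other causes were not tested.

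The replicate numbers of the 2 groups mark different constructs and not pairs. The correlation across transcript clusters of same-numbered deviations was 0.12. With the replicate block, 2268 transcript clusters and 613 genes passed the criteria, 0 had an adjusted p under 0.05, where limma gave 4912 with an unadjusted p under 0.05. Between 16.1% and 25.6% of transcript clusters lay above the brightest of 23 background control spots of their array, so differences of dim transcript clusters are the least certain.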

Differences from the paper's values

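The paper reports 790 transcript clusters past its criteria, and limma gave 2128. The paper names an ANOVA, which for 2 groups is the methods' t-test here, and the moderated p from limma is a different test. Of the alternatives set before the data were examined, the methods' t-test (642) and an unadjusted p under 0.01 (967) came within 1.5 times of the paper's value. Array medians centred (2118), quantile normalization again (2058), dim transcript clusters removed (1642), the intensity trend (2088), the replicate block (2268), leaving out an array (1884 to 3516) and a difference of log2 values over 1.5 (88) did not.

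The paper reports 147 genes, and limma gave 606 genes with 1 symbol. The methods' t-test (215) came within 1.5 times. Array medians centred (568), quantile normalization again (567), dim transcript clusters removed (541), the intensity trend (606), the replicate block (613), leaving out an array (454 to 1200), a difference of log2 values over 1.5 (17), an unadjusted p under 0.01 (307) and the mean of a gene's transcript clusters (602) did not. Genes whose transcript cluster has several symbols or none here are not in these counts.

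The RT-qPCR values of the paper are set beside array ratios to the pLKO vector line, which come from a different assay and 1 array each. HOXB-AS3 was at about 0.45 with shHOXB-AS3#1 and about 0.16 with shHOXB-AS3#2 in Fig. 2b, read by eye, and at 0.697 and 0.467 on the arrays, where the shHOXB-AS3#2 value lay below the brightest background control spot, as did that of CDC25A below. With shHOXB-AS3#2, in Fig. 3d, read by eye, the paper's CDK1 was at about 0.34 (array 0.616), CDC25A at about 0.4 (array 0.616), PCNA at about 0.23 (array 0.697), MCM3 at about 0.35 (array 0.66) and CDC6 at about 0.23 (array 0.599). None of the alternatives run on these ratios, which were array medians centred, quantile normalization again, dim transcript clusters removed and, except for HOXB-AS3, the mean of a gene's transcript clusters, brought any of these 7 within 1.5 times. Of 18 such ratios compared, 11 lay within 1.5 times, 14 were higher on the arrays than by RT-qPCR, and all 18 were below 1 on the arrays.

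In Fig. 3b, whose legend does not say whether rows are genes or transcript clusters, more rows are higher than lower in the knockdown lines. By limma, more transcript clusters were higher (1281 against 847) and more genes with 1 symbol were lower (354 against 252). Without control#1, fewer transcript clusters were higher than lower (718 against 1166).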

Other observations

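The tests of p53 activation and of monocyte maturation as explanations, and of chance by the splits of the arrays, were chosen only after the result was seen, while the list tests, the counts of the splits and the alternatives were planned. Of 24 immediate early genes, 4 were higher by the paper's criteria and none was lower, with 3 higher when adjusted over the list alone. ZFP36 is among them, with NR4A2, a nuclear receptor induced by many stimuli, at a log2 difference of 1.27, IER3 at 1.08 and JUNB, a subunit of AP-1, at 0.85. The adjusted p from camera was 1.45e-08, and with an estimated correlation the adjusted p was 0.175. Of 24 NF-kB and inflammatory response genes, 4 were higher and none was lower. The chemokine CCL2 was at 1.36, TNF at 1.18, the prostaglandin synthase PTGS2 at 1.03 and the adhesion molecule ICAM1 at 0.80. The adjusted p from camera was 4e-05, and with an estimated correlation the adjusted p was 0.609. NR4A2 and IER3 in both controls and in shHOXB-AS3#2, and JUNB and ICAM1 in control#1, lay below the brightest background control spot. The sizes of these rises are therefore uncertain. JUNB (0.585), CCL2 (1.04), TNF (0.955), PTGS2 (1.27) and ICAM1 (0.775) missed the criteria without control#1, JUNB (1.115), TNF (1.405), PTGS2 (0.79) and ICAM1 (0.825) without control#2, and JUNB (0.495), PTGS2 (0.66) and ICAM1 (0.495) without shHOXB-AS3#2. Without shHOXB-AS3#1, the median of the immediate early genes was 0.175. The median of the NF-kB genes was -0.023 without control#1 and 0.302 without control#2.

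Of 35 genes of ribosome biogenesis and the nucleolus, 34 had a negative difference and 3 were lower by the criteria, RRS1, RRP1B (-0.64) and UTP20 (-0.60). The adjusted p from camera was 3.44e-10, and with an estimated correlation the adjusted p was 0.242. Of 20 cholesterol synthesis genes, 3 were lower, among them STARD4 (-0.91) and CYP51A1 (-0.84), and the adjusted p from camera was 0.00208, with 0.808 as the adjusted p with an estimated correlation. UTP20 missed the criteria without control#1 (-0.575), without control#2 (-0.615) and without shHOXB-AS3#2 (-0.46), and CYP51A1 without control#2 (-0.765). The cholesterol synthesis median was -0.458 without control#1, and camera no longer called it without control#2 (-0.065) or without shHOXB-AS3#2 (-0.053). Of the CDK inhibitors, CDKN3 was lower (-0.68) while CDKN1A was at -0.04 and CDKN1B at -0.03.

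The lists that camera did not call had medians of -0.02 for the CDK inhibitors, -0.01 for the HOX cluster long non-coding RNAs, -0.08 for the HOX cofactors and upstream regulators, -0.02 for the ATF4 and amino acid response, -0.20 for the unfolded protein response, -0.07 for glycolysis and hypoxia, -0.01 for the apoptosis regulators and -0.06 for HLA class II presentation. The unfolded protein response became called lower without shHOXB-AS3#2 (median -0.165, adjusted p = 0.0305 from camera) and was at -0.045 without shHOXB-AS3#1. The CDK inhibitors became called lower by preranked enrichment (adjusted p = 0.0296). The cell type lists had medians of -0.03 for granulocyte, -0.11 for hematopoietic stem and progenitor, -0.07 for erythroid, -0.02 for megakaryocyte, 0.01 for lymphoid and 0.00 for fibroblast and epithelial markers. MALAT1 had a log2 difference of -0.07 (standard error 0.13) and GAPDH one of -0.01 (standard error 0.12).

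One hypothesis was that p53 activation could account for the lower cell cycle genes. The p53 targets had a median difference of -0.08, with 11 above 0 and 15 below, so members that go both ways do not decide it, and MDM2 was lower by the criteria (-0.71), except without control#1 (-0.47) or without shHOXB-AS3#2 (-0.625). The targets became called lower, against an activation, without control#2 (median -0.203, adjusted p = 0.00618 from camera), without shHOXB-AS3#2 (-0.178, adjusted p = 0.00794) and by preranked enrichment (adjusted p = 0.0223), but not without control#1 (-0.025) or without shHOXB-AS3#1 (-0.008). A further hypothesis was maturation into monocytes. The monocyte and macrophage markers had a median of 0.015, with 11 above 0 and 11 below, which does not decide it either. They became called upward without control#1 (median 0.075, adjusted p = 0.0073 from camera), and were not called without shHOXB-AS3#2 (0.112), without control#2 (-0.015) or without shHOXB-AS3#1 (-0.073).

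With 2 against 2 arrays there are 3 splits, too few for a share under 0.05, and 1 of them gave as many transcript clusters past the criteria as the real one, which is the real split itself. It gave 2128, and the highest of the others gave 1395. Both knockdown lines lay on one side of both controls by more than 1.5-fold in every pair for 540 transcript clusters, against 406 and 174 in the other splits.

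The changes of shHOXB-AS3#1 and shHOXB-AS3#2 against the mean of the same controls had a Pearson correlation of 0.399 across transcript clusters, which are not independent replicates. Unchanged arrays simulated against those controls gave 0.333. The covariance was 0.0436 against a simulated 0.0202. Against 1 control array each, with no control shared, the correlation was 0.19 or 0.0733, depending on which control went with which line. The covariance was 0.0245 or 0.0103, above 0 in both pairings. The simulated values hold the sharing of 2 simulated controls but no effect. The 2 controls are too few to be split into groups of 2, so a part of the excess from the shared controls is not excluded, and the excess is not called a shared effect.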
